# The IclR-Family Regulator BapR Controls Biofilm Formation in *B. cenocepacia* H111

**DOI:** 10.1371/journal.pone.0092920

**Published:** 2014-03-21

**Authors:** Claudio Aguilar, Nadine Schmid, Martina Lardi, Gabriella Pessi, Leo Eberl

## Abstract

In *Burkholderia cenocepacia* H111, the large surface protein BapA plays a crucial role in the formation of highly structured communities, known as biofilms. We have recently demonstrated that quorum sensing (QS) is necessary for the maximal expression of *bapA*. In this study we identify BapR, a protein from the IclR family of transcriptional regulators that, in conjunction with QS, controls biofilm formation by affecting the expression of *bapA*. We present evidence that, in addition to *bapA*, BapR influences the expression of extracellular proteases, swimming motility and has a profound impact in the incidence of persister cells, making this regulator an interesting target for persister cells and biofilm eradication.

## Introduction

*Burkholderia cenocepacia* is a Gram-negative opportunistic pathogen that belongs to the *Burkholderia cepacia* complex (Bcc), a group that currently comprise 17 bacterial species [1]. Bcc strains show a remarkable ability to thrive in different niches that range from environmental to human clinical settings [2]. Despite having a high potential in biotechnological applications, their use has been restricted due to the emergence of Bcc strains as human opportunistic pathogens, particularly in patients affected by cystic fibrosis [3]–[5].

As part of the mechanisms controlling gene expression, *B. cenocepacia* utilizes QS, an ubiquitous mechanism among Gram-negative bacteria that relies in the synthesis, diffusion, detection and response to self-generated signals [6]. *B. cenocepacia* H111 has two QS systems, one based on *N*-acyl-homoserine lactone (AHL) and a second based on *cis*-2-dodecenoic acid (BDSF) [7]–[9]. These two systems regulate a specific and an overlapping set of genes [9], modulating the expression of phenotypes as diverse as protease production, swarming motility, pathogenicity and the formation of biofilms. Recently, the role of QS-regulated factors that had an impact on biofilm development was studied in *B. cenocepacia* H111 [7]. Among a set of 48 genes identified as downregulated in a *cepR* deficient strain, the lectin cluster BclACB and particularly the large surface protein BapA showed a significant contribution to the development of the biofilm [7]. We sought to extend these findings by looking for additional regulatory elements that could participate in the control of the biofilm phenotype. Here, we identify BapR, a transcriptional regulator of the IclR family that is able to modulate the expression of *bapA* and thus control biofilm formation. We show that BapR, in conjunction with the AHL-BDSF QS systems, is necessary for maximal expression of *bapA* and for maximal biofilm formation. Additionally, we provide evidence that BapR plays a role in the expression of other phenotypes like motility, protease production and also in the maintenance of a persister cell subpopulation of *B. cenocepacia* H111.

## Results and Discussion

### A mutation in CCE51534 results in lowered P*_bapA_-lacZ* expression

We have recently established that cell-to-cell communication in *Burkholderia cenocepacia* H111, mediated by AHLs and by BDSF, controls the expression of a specific and an overlapping set of genes [7], [9]. One of the genes identified in these studies as controlled by both systems was *bapA*, which codes for a large surface protein of crucial importance in biofilm formation [7]. The expression of *bapA* was shown to be diminished in both *cepI* (AHL biosynthesis) or *rpfF_Bc_* (BDSF biosynthesis) mutant backgrounds, and was only restored to wild-type levels when the media was supplemented with both AHLs and BDSF in a double *cepI rpfF_Bc_* mutant background. These results highlighted that expression of *bapA* requires multiple signals, suggesting a complex regulatory network. In order to extend these findings, we aimed to further characterize the regulation of *bapA*, looking for additional regulatory elements that may be part of the transcriptional arsenal driving expression of this gene. Here, we performed transposon mutagenesis in a *B. cenocepacia cepI rpfF_Bc_* double mutant background and screened for diminished activity of P*_bapA_-lacZ* fusion in the presence of BDSF (see methods). From about 86000 clones, 19 clones representing 13 different loci had lowered or no P*_bapA_-lacZ* activity (Table S1, Figure S1). Among the mutants analyzed, we found 3 transposon insertions in the gene CCE51534. This gene codes for a protein of the IclR family of transcriptional regulators that we re-named to *bapR* (*bapA* regulator, see below). Members of this family of proteins can act as transcriptional activators or repressors and may bind cofactor molecules in order to act as DNA-binding regulators [10]. The translated nucleotide sequence of *bapR* was used to search against the genomic database of current members of the Bcc. We found that BapR is ubiquitously distributed within the Bcc, showing the highest identity with the homolog present in the ET12 lineage strain J2315 (Table 1). Interestingly, in this strain *bapR* contains a mutation at position 139 (G to T) that results in an early termination codon, suggesting that BapR is not functional in this strain.

**Table 1:** BapR identity within members of the Bcc.

Bcc. strain	protein ID	% identity^a^
*Burkholderia cenocepacia* J2315	n.d.^b^	99
*Burkholderia cenocepacia* BC7	U1ZF62	99
*Burkholderia cenocepacia* PC184	A2VRI9	98
*Burkholderia cenocepacia* MC0-3	ACA90348.1	98
*Burkholderia cenocepacia* HI2424	ABK07951.1	97
*Burkholderia cenocepacia* AU 1054	ABF75630.1	97
*Burkholderia cenocepacia* KC-01	V4ZZ24	98
*Burkholderia dolosa* AUO158	A2WBB1	96
*Burkholderia multivorans* ATCC 17616	BAG43081.1	94
*Burkholderia multivorans* ATCC 17616	ABX15788.1	94
*Burkholderia multivorans* ATCC BAA-247	J5BML4	95
*Burkholderia multivorans* CGD2M	B9CGL9	95
*Burkholderia multivorans* CGD2	B9BXD9	95
*Burkholderia multivorans* CF2	J5BGZ7	95
*Burkholderia ambifaria* MEX-5	B1TDI7	99
*Burkholderia ambifaria* IOP40-10	B1FMA5	95
*Burkholderia ambifaria* MC40-6	ACB63572.1	94
*Burkholderia ambifaria* AMMD	ABI86640.1	93
*Burkholderia vietnamiensis* G4	ABO54125.1	93
*Burkholderia vietnamiensis* AU4i	U2HJ07	97

a Identity to full-length predicted protein. The predicted BapR protein sequence from *B. cenocepacia* H111 was used to search against the Burkholderia Genome Database (www.burkholderia.com) with the TBLASTN algorithm [20].

b n.d., not determined. In *B. cenocepacia* J2315 there is an ochre, nonsense mutation after codon 46.

### *bapR* expression is not auto-regulated

We engineered a *bapR* mutant strain and compared its growth to that of the wild-type (WT) strain. As depicted in Figure 1A, no significant differences in growth were detected between these two strains. It has been reported that members of the IclR-family of transcriptional regulators may control their own expression [10] and for this reason we measured the expression of *bapR* using a promoter fusion with *lacZ* as reporter gene in various genetic backgrounds including the *bapR* mutant background. As depicted in Figure 1B, the activity of the *bapR* promoter fusion was comparable in both the WT and the *bapR* mutant background, suggesting that *bapR* is not auto-regulated. Moreover, the activity of the *bapR* promoter was not significantly altered in the QS-deficient mutants *cepIR* or *rpfF_Bc_* (Figure 1B), suggesting that the expression of this gene is not regulated by QS.

**Figure 1:**
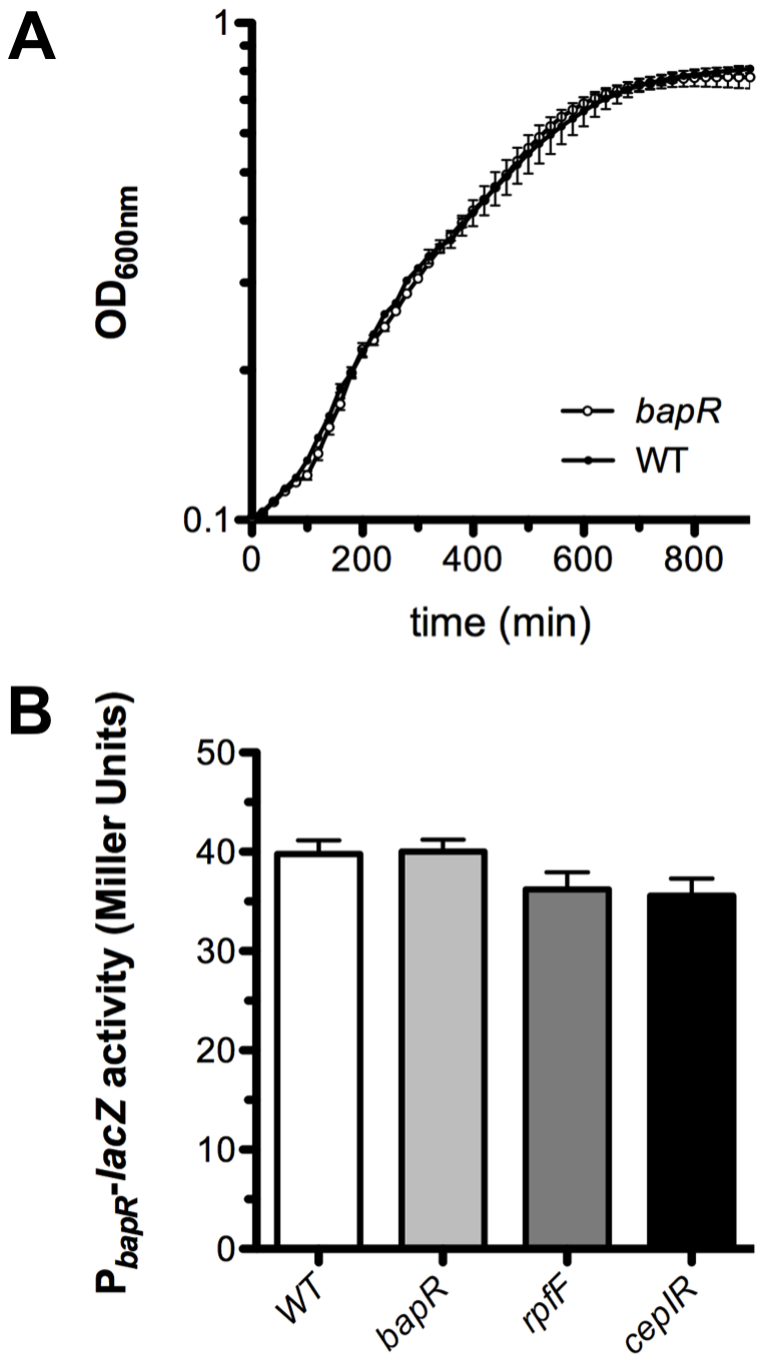
Expression of *bapR* is not auto-regulated. **A**, growth curves of the *bapR* mutant and its parent, WT strain. The strains were inoculated on microtiter plates in LB at 37°C and the OD600nm was monitored every 20 min. No significant differences in growth were detected between the strains (Bars, SEM; n = 3). **B**, the promoter region of *bapR* was cloned in front of a promoter-less *lacZ* reporter gene. The activity of the promoter fusion was measured in different genetic backgrounds, as depicted, using samples obtained from late exponential cultures. No significant difference was detected between the samples (ANOVA, p>0.05). Bars, SEM; n = 3.

### BapR influences the expression of *bapA*

In order to study and characterize the function of BapR we measured the activity of a P*_bapA_-lacZ* promoter fusion in a *bapR* mutant background. In agreement with the results obtained from the transposon library screening, the activity of the promoter fusion P*_bapA_-lacZ* was diminished in the *bapR* mutant background (Figure 2A). We next tested biofilm formation and found that the *bapR* mutant produced less biofilms compared to the WT (Figure 2B). Based on these results we hypothesized that BapR is necessary for expression of *bapA.* To confirm this hypothesis, we created conditional mutants of *bapR* and *bapA* in which the expression of these genes were induced only upon addition of rhamnose to the media (see methods). We first tested biofilm formation in presence or absence of rhamnose. As depicted in Figure 3, biofilm formation was recovered after expressing *bapR* by the addition of rhamnose. Importantly, no biofilm formation was observed when *bapR* expression was induced in a *bapA* mutant background. We next tested whether the biofilm phenotype persisted when expressing *bapA* in a *bapR* mutant background. In this case, we found that biofilm formation was near WT levels, suggesting that the regulatory action of BapR over *bapA* can be uncoupled and that expression of *bapA* was necessary and sufficient for the formation of biofilms under the conditions tested.

**Figure 2:**
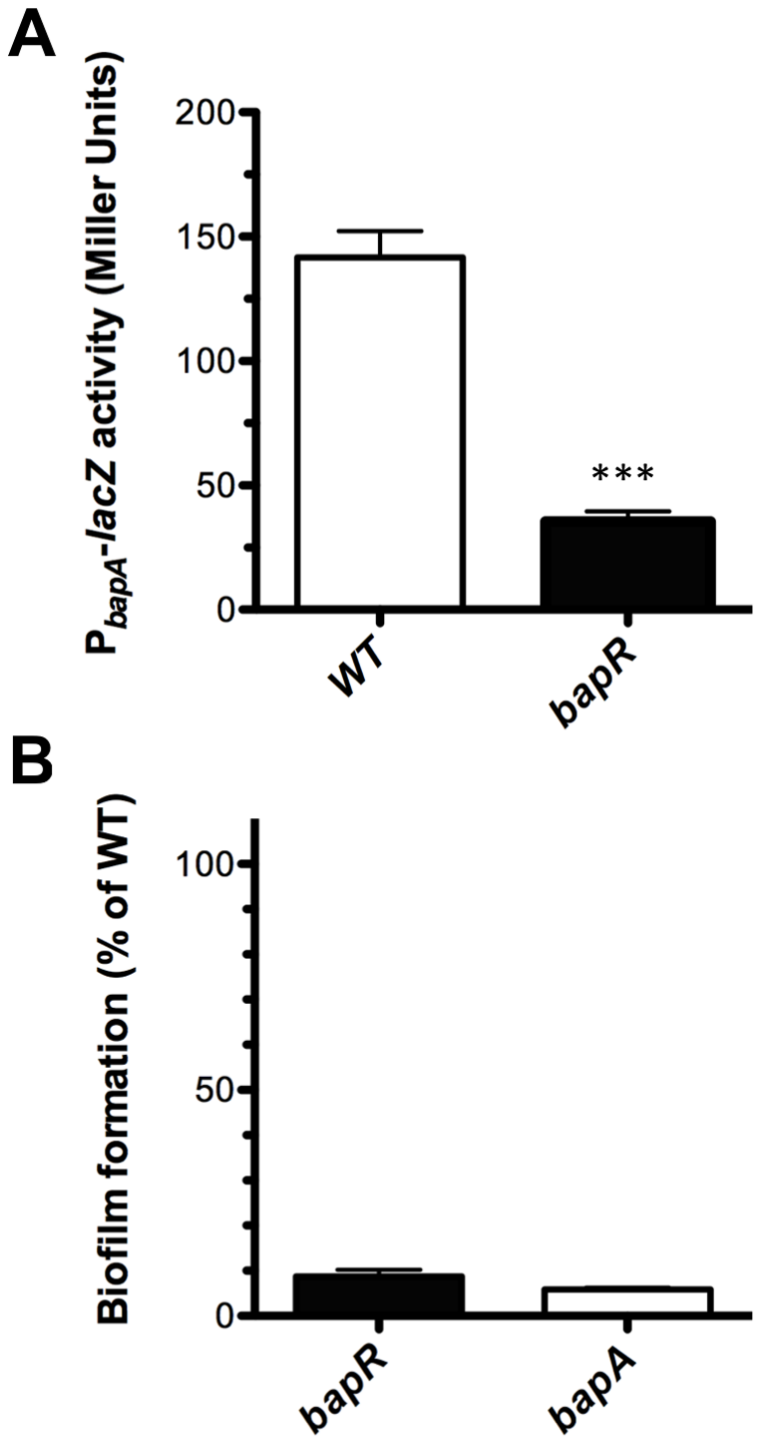
A *bapR* mutation affects *bapA* expression and biofilm formation. **A,** the activity of a P*_bapA_*-*lacZ* promoter fusion was measured in both the WT and the *bapR* genetic backgrounds from samples taken from late exponential cultures. **B**, biofilm formation in 96-well plates was measured after 20 h, staining the biomass adhered to the wells with crystal violet. Error bars, SEM. Asterisks denote significant differences in *bapA* expression between WT and the *bapR* mutant strain (t-test, *** p<0.0001, n≥3).

**Figure 3:**
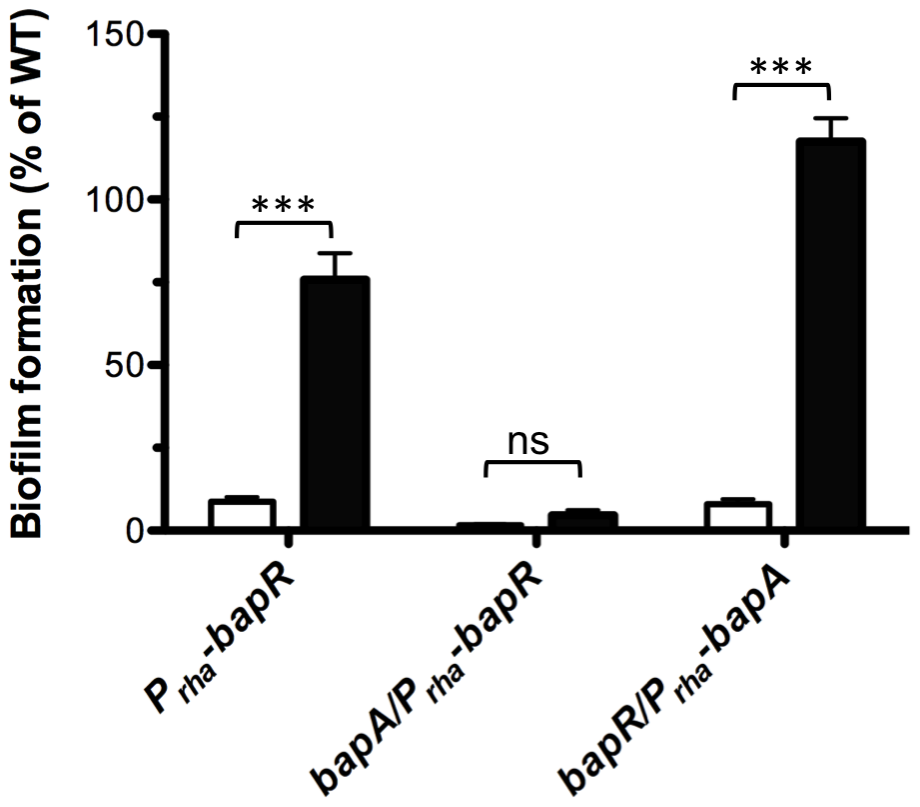
BapR controls biofilm formation via BapA. The defect in biofilm formation of a *bapR* mutant was reverted by expressing *bapR* from a rhamnose-inducible promoter. No biofilm was detected when *bapR* expression was induced in a *bapA* genetic background. Expression of *bapA* is necessary and sufficient to restore the biofilm defect of a *bapR* mutant. White bars are biofilms grown in the absence of rhamnose. Black bars are biofilms grown in the presence of 0.2% rhamnose. Error bars, SEM. Asterisks denote significant differences in biofilm formation when rhamnose was used to induce the expression of *bapR* or *bapA* (2-way ANOVA, *** p<0.001, n≥3).

### Maximal expression of *bapA* and biofilm formation requires BapR and QS

In a previous study we determined that maximal expression of *bapA* (measured as P*_bapA_-lacZ* activity) was detected only when both AHL and BDSF were present in the medium [9]. We explored whether the regulatory action of BapR over *bapA* required the presence of QS. To do this, we expressed *bapR* from the rhamnose-inducible promoter in a *cepI rpfF_Bc_* double mutant background harbouring a P*_bapA_-lacZ* promoter fusion. As depicted in Figure 4A, maximum activity of the reporter (close to WT levels) was only obtained when *bapR* was induced and both AHL and BDSF were present in the media. We next tested biofilm formation in these conditions. In agreement with the pattern of expression of *bapA*, maximal biofilm formation was obtained only after induction of *bapR* and addition of C8-AHL and BDSF to the media (Figure 4B).

**Figure 4:**
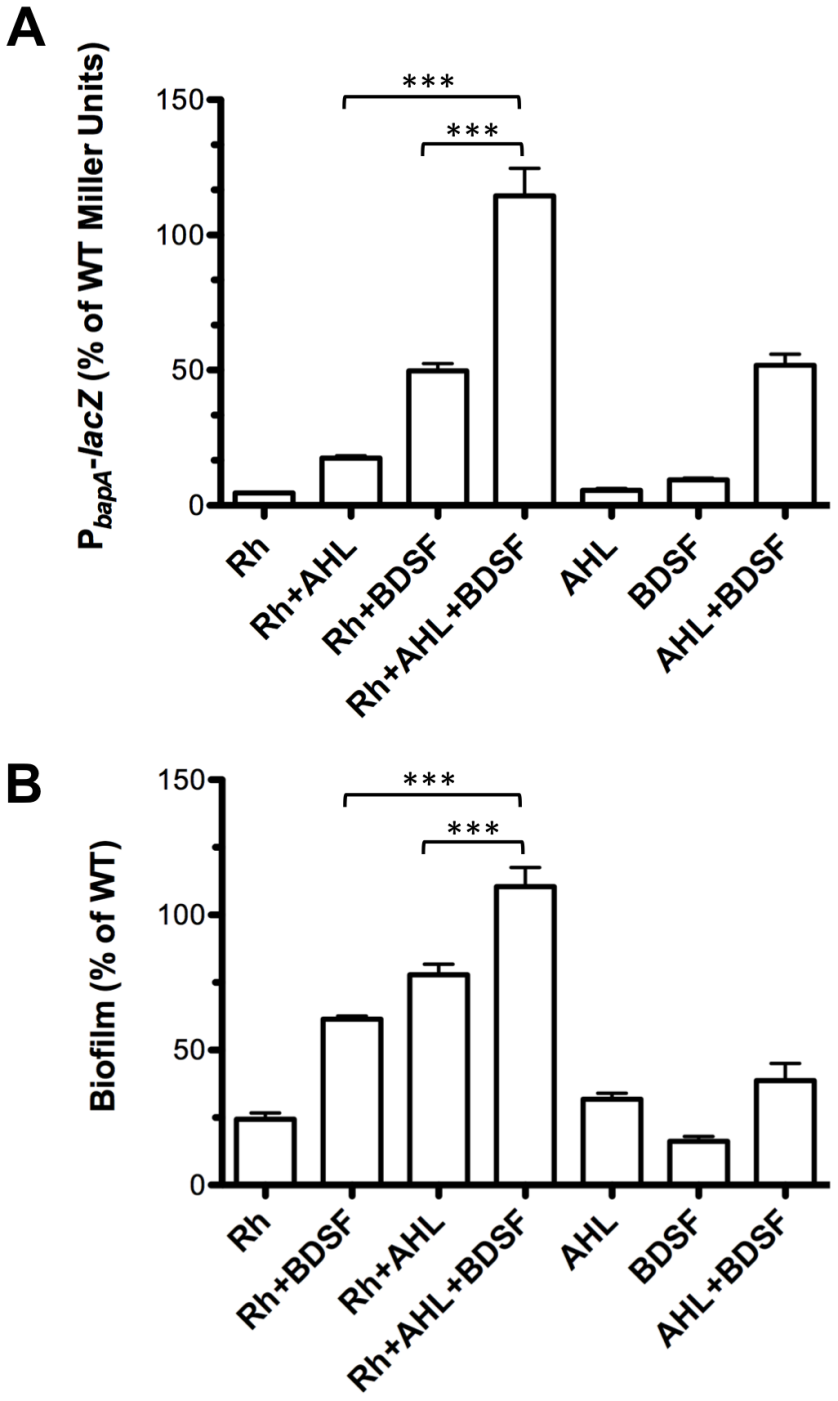
BapR and QS are required for maximal expression of *bapA* and for maximal biofilm formation. **A**, a mutant *cepI rpfF_Bc_*, P*_rha_-bapR* and harboring a P*_bapA_-lacZ* promoter fusion was grown in the presence of rhamnose, C8-AHL, BDSF or the combination of these molecules. Expression of *bapA* was determined measuring the activity of the reporter gene. **B**, biofilm formation was quantified in a mutant *cepI rpfF_Bc_*, P*_rha_-bapR* after the addition of rhamnose, C8-AHL, BDSF or the combination of these molecules. Error bars, SEM. Asterisks denote significant differences in *bapA* expression or in biofilm formation between the samples after supplementing with rhamnose, C8-AHL, BDSF or the combination of these molecules (1-way ANOVA, *** p<0.0001, n≥3).

### BapR affects motility, extracellular protease activity and persisters abundance

Throughout this study we have provided evidence showing that BapR is an important regulatory element controlling biofilm formation. Since *B. cenocepacia* is an important opportunistic human pathogen, we were interested in exploring the possibility that BapR could also be influencing other aspects of the physiology of this bacterium. 

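Transcript levels were compared between planktonic cultures of the WT strain H111 and of the *bapR* mutant, with 1 RNA-Seq library per strain, so the differences have no replicate check. The cultures were grown in LB medium. Their labels give an OD600 of 2.08 for the WT and 2.04 for the *bapR* mutant, where the paper gives 2.0 for both. The authors mapped single-end reads to the draft genome of H111 and deposited, for each of 7324 features on 62 contigs, the number of reads that map to 1 place only (unique reads), the number of all reads assigned to the feature and its RPKM. The unique reads on genes added up to 1959941 in the WT library and 1556366 in the *bapR* mutant library. With reads that map to more than 1 place included, the totals were 7749675 and 7160729. Of these larger totals, 74.5% in the WT and 78.1% in the *bapR* mutant lay in 6 features. Each of the 6 had at least 10000 reads, of which most mapped to more than 1 place. The unique reads were used, as set before the data were examined. They were divided by DESeq's median-of-ratios size factors, 1.15 for the WT and 0.866 for the *bapR* mutant. The log2 fold change of a gene is that of the *bapR* mutant over the WT, without a pseudocount, for the 5494 genes with at least 1 read in each library and at least 20 reads over both. Each is given with a 95% exact (Clopper-Pearson) interval of the share of the gene's reads found in the *bapR* mutant library, converted to the log2 scale. These intervals cover counting error only and compare the 2 libraries, not the strains. A gene with 3 reads corresponds to 1.53 RPM, relative to the library's unique reads, in the WT and 1.93 RPM in the *bapR* mutant. The mutated gene itself, *bapR* (CCE51534), had 59 reads in the WT and 113 in the *bapR* mutant, a log2 fold change of 1.35 (interval 0.89 to 1.83). With normalization to the total unique reads of each library, its log2 fold change was 1.27. The mutant carries a plasmid inserted through an internal fragment of *bapR*, which leaves sequence of the gene in the genome, so the presence of reads does not show whether a functional transcript was made.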

For this reason, we performed a transcriptome analysis using RNA-Seq (see Supplementary Methods and Figure S2) which allowed us to compare the global expression of a *bapR* mutant to its respective WT parent strain. The results of this analysis further confirmed that *bapA*, together with all the members of the operon (CCE53117-120) were under the control of BapR (Table S2). 

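In the draft genome *bapA* (CCE53117) lies on contig 63 from 275120 to 283225, and CCE53118, CCE53119 and CCE53120 follow up to position 288550. The files give no strand. The reads of *bapA* numbered 7759 in the WT and 1185 in the *bapR* mutant, a log2 fold change of -2.30 (interval -2.39 to -2.21). CCE53118 had 248 and 27 reads and a log2 fold change of -2.78 (interval -3.41 to -2.21). The values of CCE53119 and CCE53120 were -2.03 (interval -2.49 to -1.59) and -1.89 (interval -2.80 to -1.07). All 4 intervals lie below a 2-fold decrease. Whether the size of the change differed among these genes was not tested. The next gene, CCE53121, which Table S2 also lists, fell by 1.81 on the log2 scale. CCE53116 on the other side of *bapA* had a log2 fold change of -0.54 (interval -1.21 to 0.11), which includes no change. With normalization to total unique reads, the alternative that moved *bapA* most, its log2 fold change was -2.38.

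**Figure D1:**
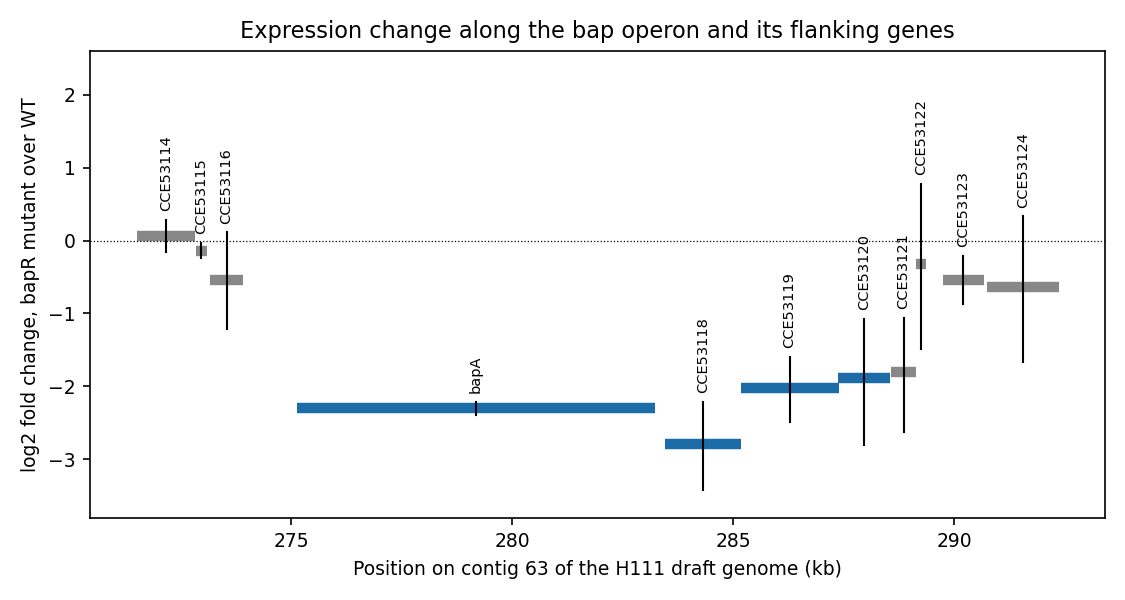
Log2 fold change of the *bapR* mutant over the WT (vertical axis) against position on contig 63 of the H111 draft genome in kb (horizontal axis). Each horizontal bar spans 1 gene, in blue for CCE53117 to CCE53120 and in grey for the flanking genes, and vertical lines are 95% counting intervals with 1 library per strain. The genes from *bapA* to CCE53121 lie between -2.78 and -1.81, below all the flanking genes shown.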

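Of the 5494 genes tested, 246 were lower and 241 were higher in the *bapR* mutant library by at least 2-fold with a counting interval that left out no change. For 86 of the lower and 88 of the higher genes the whole interval lay beyond a 2-fold change, and all 174 of these are listed in Table S2. The largest decreases among genes with at least 100 reads were those of CCE51908, which Table S2 describes as the putrescine-binding protein PotF, with 447 reads in the WT and 25 in the *bapR* mutant (log2 fold change -3.75, interval -4.39 to -3.16), and of the L-ornithine 5-monooxygenase CCE49584 (-3.08). They were followed by the small heat shock protein CCE51461 (-2.87), CCE53118 of the *bap* operon (-2.78) and the flavohemoprotein CCE51244 (-2.78). The largest increases were those of the flagellar motor protein MotB (CCE48908), with 85 reads in the WT and 514 in the *bapR* mutant (3.01, interval 2.68 to 3.36), and of the cAMP-binding protein CCE48910 (2.93). The chemotaxis regulator CCE47572 (2.61), *flhD* (CCE49231, 2.48) and CCE47573 (2.35), which has no assigned function, came next. Table S2 lists 235 genes, 116 of them lower and 119 higher. All 235 changed in the direction given there and were among the genes changed by at least 2-fold. For 61 of them the counting interval reached changes smaller than 2-fold. The fold changes in Table S2 equal those from these reads to within rounding. The 2-fold threshold was set because none listed there is smaller. The match in direction and in reaching 2-fold was therefore fixed in advance and is not independent support. The number of genes past a threshold depended on how the threshold was set. With a negative binomial test that estimates the dispersion from both libraries together, 121 genes were lower and 159 higher at a p-value under 0.1, and 2 and 2 after Benjamini-Hochberg adjustment. This test compares the 2 libraries, not the strains.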

Among the top-regulated genes, we found 253 genes with altered expression (116 down-regulated and 119 up-regulated, p<0.1, see Table S2). These genes were classified into different categories and the analysis of these categories suggest that BapR is mainly involved in the control of functions related to amino-acid transport and metabolism (19 genes), cell motility (28 genes), cell wall/membrane/envelope biogenesis (14 genes) and other, non-classified functions (96 genes). 

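Grouped by the classes of Table S2, the 28 cell motility genes were all higher in the *bapR* mutant, with a median log2 fold change of 1.44, and for 26 of them the whole counting interval lay above a 2-fold increase. Of the 19 genes for amino acid transport and metabolism, 15 were lower and 4 higher, with a median of -1.60 and a range from -3.75 to 1.77. The 14 genes of cell wall, membrane and envelope biogenesis had 10 lower and 4 higher members (median -1.36). The 96 genes classed as others were divided nearly evenly, with 50 lower and 46 higher. Among the smaller classes were signal transduction, where 11 of 12 genes were higher (median 1.45), and coenzyme transport and metabolism, where 4 of 4 were lower (median -1.67). The genes of a class were listed because they changed, so these medians describe the listed genes and not all genes of that function. From its analysis of the classes, the paper proposes which functions BapR mainly controls. These are amino acid transport and metabolism, cell motility, the cell envelope and functions that are not classified.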

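The lectin genes *bclA* (CCE46720), *bclC* (CCE46721) and *bclB* (CCE46722) lie next to each other on contig 8 of the H111 draft genome, from 34128 to 36358. Their log2 fold changes were -2.78 (interval -3.29 to -2.31) for *bclA*, -2.11 (interval -2.60 to -1.65) for *bclC* and -2.57 (interval -3.21 to -1.99) for *bclB*. The *bclA* gene had 366 reads in the WT and 40 in the *bapR* mutant. The gene *aidA* (CCE52108) on contig 58 had 638 and 108 reads and a log2 fold change of -2.15 (interval -2.46 to -1.85). The adjacent CCE52109, which carries the same name in Table S2, was the more highly expressed of the pair, with 10329 and 2096 reads, and its log2 fold change was -1.89 (interval -1.95 to -1.82). All reads assigned to these genes mapped to 1 place, as unique and total reads were equal for each of them. Over these genes, *zmpB* and the 4 genes of the *bap* operon, 10 genes in all, the decreases ranged from -2.78 to -1.89 on the log2 scale.

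**Figure D2:**
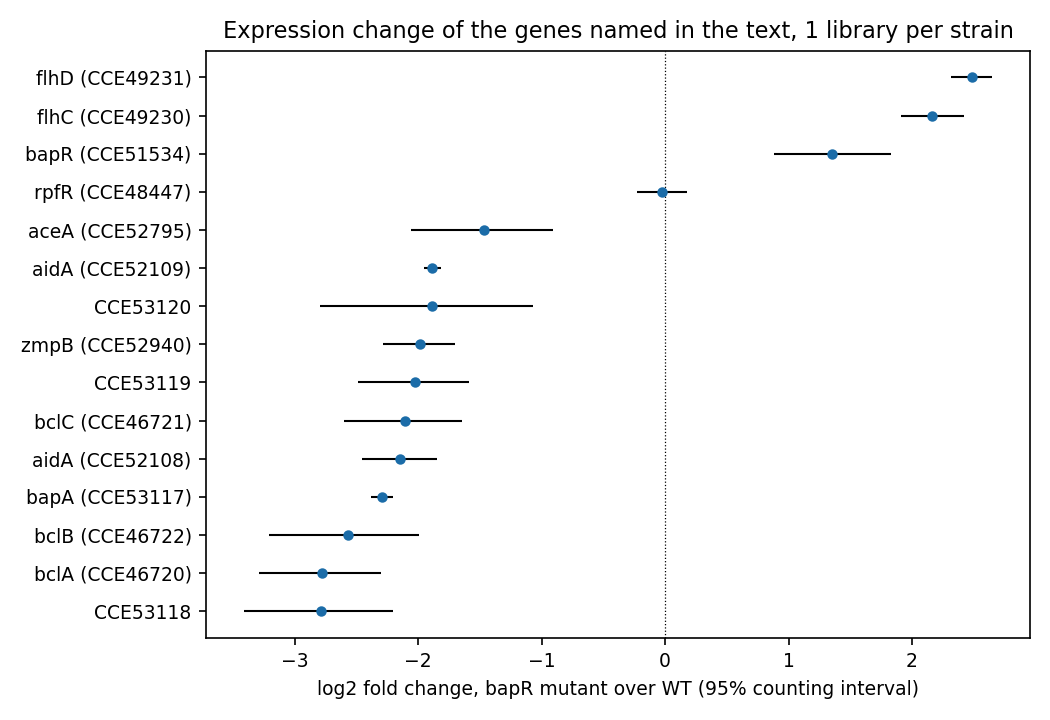
Log2 fold change of the *bapR* mutant over the WT (horizontal axis) for the genes named in the text (vertical axis). Points are values from 1 library per strain and lines are 95% counting intervals. The genes of the *bap* operon, the lectins, *zmpB* and both *aidA* genes lie between -2.78 and -1.89, *rpfR* lies at -0.02 and *bapR*, *flhC* and *flhD* lie above 0.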

Genes showing a diminished expression in a *bapR* mutant background included the *bap* operon (CCE53117-120), the *bclACB* lectins (CCE46720-22), the extracellular protease *zmpB* (CCE52940) and the nematocidal protein *aidA* (CCE52108), which have all been previously described as QS-regulated (Table S2). To further validate the results obtained from this global analysis we chose two conditions and tested for changes in their respective phenotypes. Since ZmpB was found to be regulated by BapR (fold change in expression of -4 between *bapR* mutant and WT, see Table S2) we measured the extracellular protease activity of the *bapR* mutant strain and found that there is in fact a significant decrease (Figure 5A). 

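The *zmpB* gene (CCE52940), on contig 63 of the H111 draft genome from 79962 to 81674, had 619 unique reads in the WT and 117 in the *bapR* mutant. After normalization these were 536 and 135 reads, a log2 fold change of -1.99 (interval -2.29 to -1.70), or a fold change of -3.97. Its whole interval lies below a 2-fold decrease. Table S2 gives -4 as the paper's fold change. With normalization to the total unique reads the log2 fold change was -2.07, and with a pseudocount of 5 reads it was -1.95. All reads assigned to *zmpB* mapped to 1 place.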

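The 28 genes that Table S2 places in the cell motility class were higher in the *bapR* mutant library without exception. Their log2 fold changes ranged from 1.19 to 3.01, with a median of 1.44. Resampling the reads gave a 95% range of 1.38 to 1.56 for the median, which covers counting error only. The genes had between 79 and 41926 reads over both libraries. The flagellin gene *fliC* (CCE49242) had 14211 reads in the WT and 27715 in the *bapR* mutant, a log2 fold change of 1.38 (interval 1.35 to 1.41). Among 10000 random lists of 28 genes matched on expression, the medians lay between -0.42 and 0.32, so the median of the motility genes was above all of them. The class holds only genes that were listed for their change, and the percentile describes that selected list in these libraries. The genes *flhC* (CCE49230) and *flhD* (CCE49231), which Table S2 places in another class, had log2 fold changes of 2.16 (interval 1.91 to 2.42) and 2.48 (interval 2.32 to 2.65). They lie on contig 32 of the H111 draft genome from 3295 to 4163. The motility genes are clustered on the draft genome. On contig 19, 10 of them lie between 120008 and 131850 and 6 between 169247 and 174253, and on contig 49, 5 lie between 62193 and 74414. In these regions 7 genes outside Table S2 with at least 20 reads had log2 fold changes from -0.08 to 1.03. With normalization to total unique reads, the alternative that moved it most, the median of the class was 1.36.

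**Figure D3:**
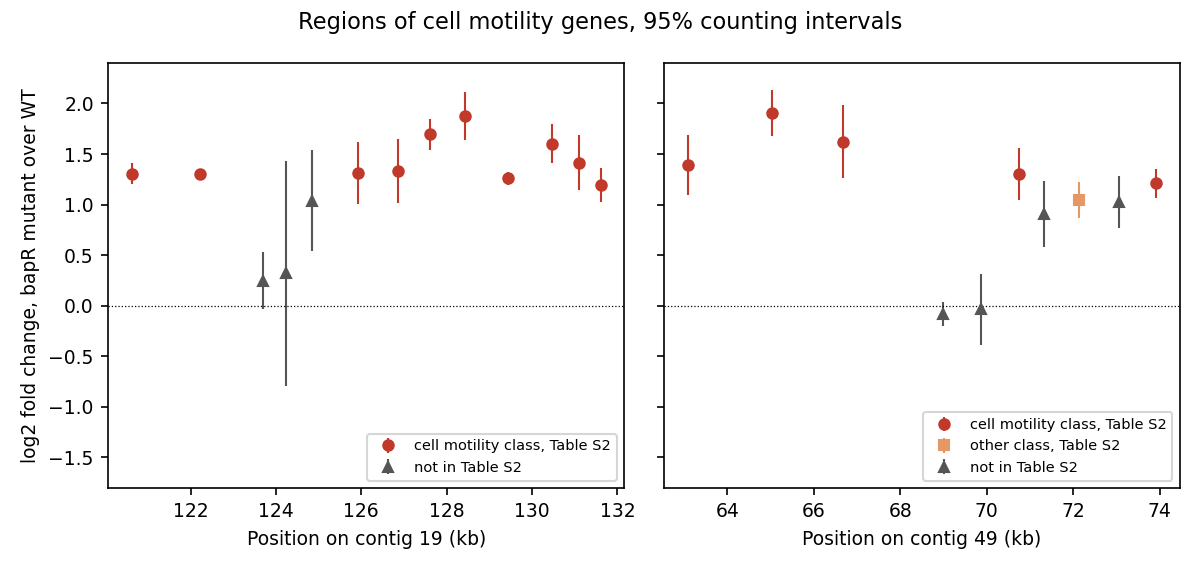
Log2 fold change of the *bapR* mutant over the WT (vertical axis) against position in kb on contigs 19 and 49 of the H111 draft genome (horizontal axes). Red circles are genes of the cell motility class, an orange square is a Table S2 gene of another class, grey triangles are genes outside Table S2, and lines are 95% counting intervals with 1 library per strain. The cell motility genes lie at 1.19 or above, and the 7 genes outside Table S2 with at least 20 reads over both libraries range from -0.08 to 1.03.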

We also detected that the expression of at least 28 genes involved in cell motility was up-regulated in the *bapR* mutant background. In agreement with these results, the *bapR* mutant displayed a significant increase in motility when tested in a swimming assay (Figure 5B). 

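The *aceA* gene (CCE52795) lies on contig 60 of the H111 draft genome from 101611 to 102918. It had 125 unique reads in the WT and 34 in the *bapR* mutant, which corresponded to 108 and 39.3 normalized reads. The log2 fold change was -1.46 (interval -2.06 to -0.91), or a fold change of -2.76, and the paper's value in Table S2 is -2.8. The interval excludes no change but includes decreases smaller than 2-fold, so at this depth the size of the decrease is less certain than that of *bapA* or *zmpB*. With a pseudocount of 5 reads, the alternative that moved it most, the log2 fold change was -1.36. The neighbouring gene CCE52796 had 161 and 170 reads and a log2 fold change of 0.49 (interval 0.17 to 0.81), in the opposite direction.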

Interestingly, the expression of a gene coding for an isocitrate lyase (*aceA*, CCE52795, BCAL2118) was down-regulated in the *bapR* mutant background. We validated this result by quantitative PCR, and we could measure a fold-change of −3.1±0.3 in the *bapR* mutant background compared to WT (not shown). A recent study suggested a link between *aceA* and the maintenance of the persister subpopulation of cells in *Bcc* strains [11]. In the clinical setting, chronic, biofilm-related infections are typically refractory to the treatment with antibiotics and it is believed that persister cells are responsible for this recalcitrance [12]. In this context, AceA would be of importance for persister cell maintenance since it helps cells to reduce the production of reactive oxygen species (ROS) by utilizing the glyoxylate shunt instead of the TCA cycle [11]. Motivated by this finding, we next tested whether BapR influenced the abundance of persisters cells in cultures of *B. cenocepacia* H111. As aminoglycoside antibiotics are implicated in the formation of ROS in the cell, we investigated the effect of aminoglycoside antibiotics (gentamicin and amikacin) on the abundance of persister cells in a *bapR* mutant compared to its parent strain. As shown in Figure 6, a mutation in *bapR* has in fact a strong impact on the abundance of persisters upon treatment with aminoglycoside antibiotics, showing a dose-dependent effect that caused a reduction of the persister subpopulation of over 10-fold. These results strongly suggest that in *B. cenocepacia* H111, *aceA* is at least partially responsible for the maintenance of a persister cell sub-population. While we cannot exclude that other genes, in addition to *aceA,* may contribute to the abundance of persister cells, these findings suggest that BapR may represent an interesting drug target for biofilm and persister eradication in the clinic.

**Figure 5:**
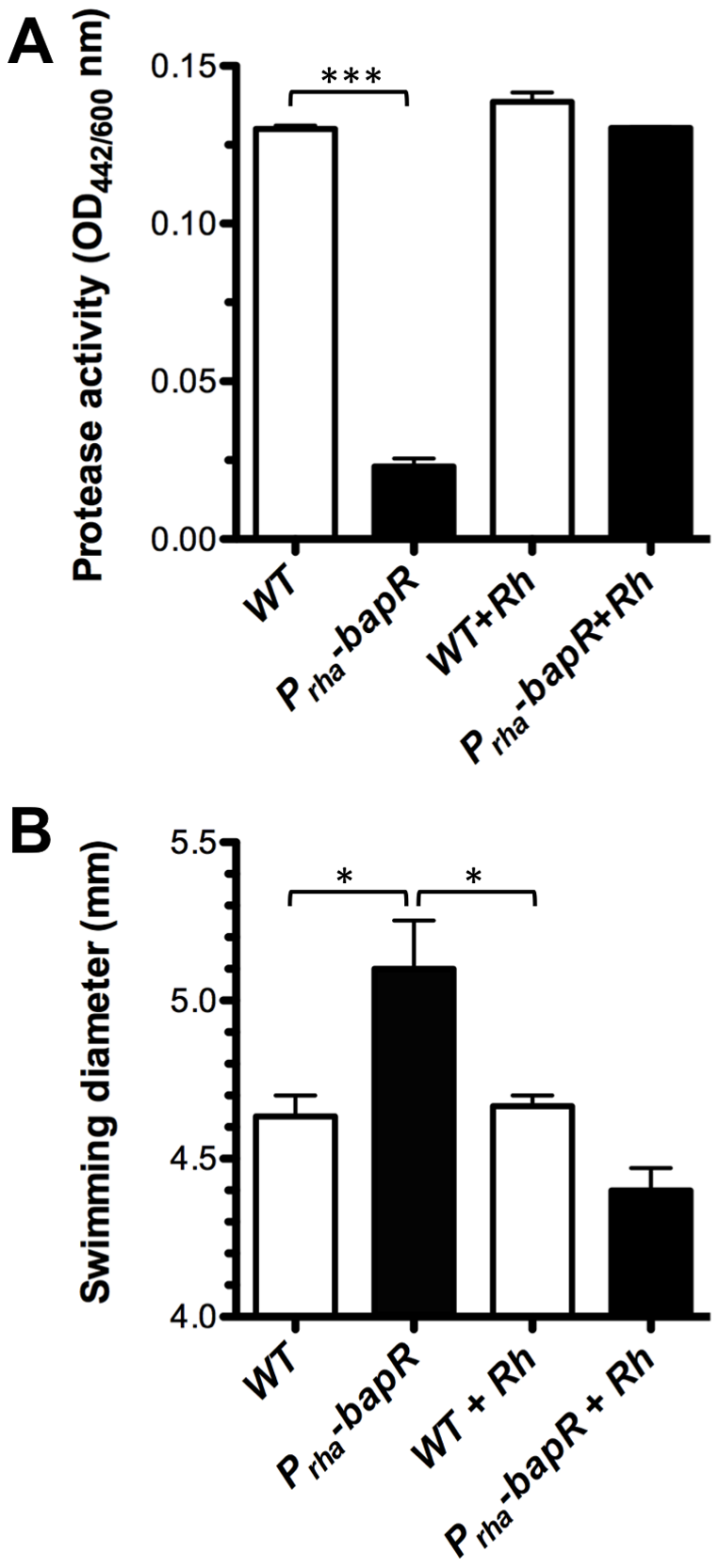
BapR acts positively on extracellular protease activity and negatively on swimming motility. **A**, extracellular protease was measured in the supernatant of WT or *bapR* mutant strains grown in NYG. **B**, swimming motility was measured after incubation of WT or *bapR* mutant strains in LB media fortified with 0.3% agar. Error bars, SEM. Asterisks denote significant differences in protease production or swimming motility between WT and P*_rha_*-*bapR* mutant strain (1-way ANOVA, * p<0.01, *** p<0.0001, n≥3).

**Figure 6:**
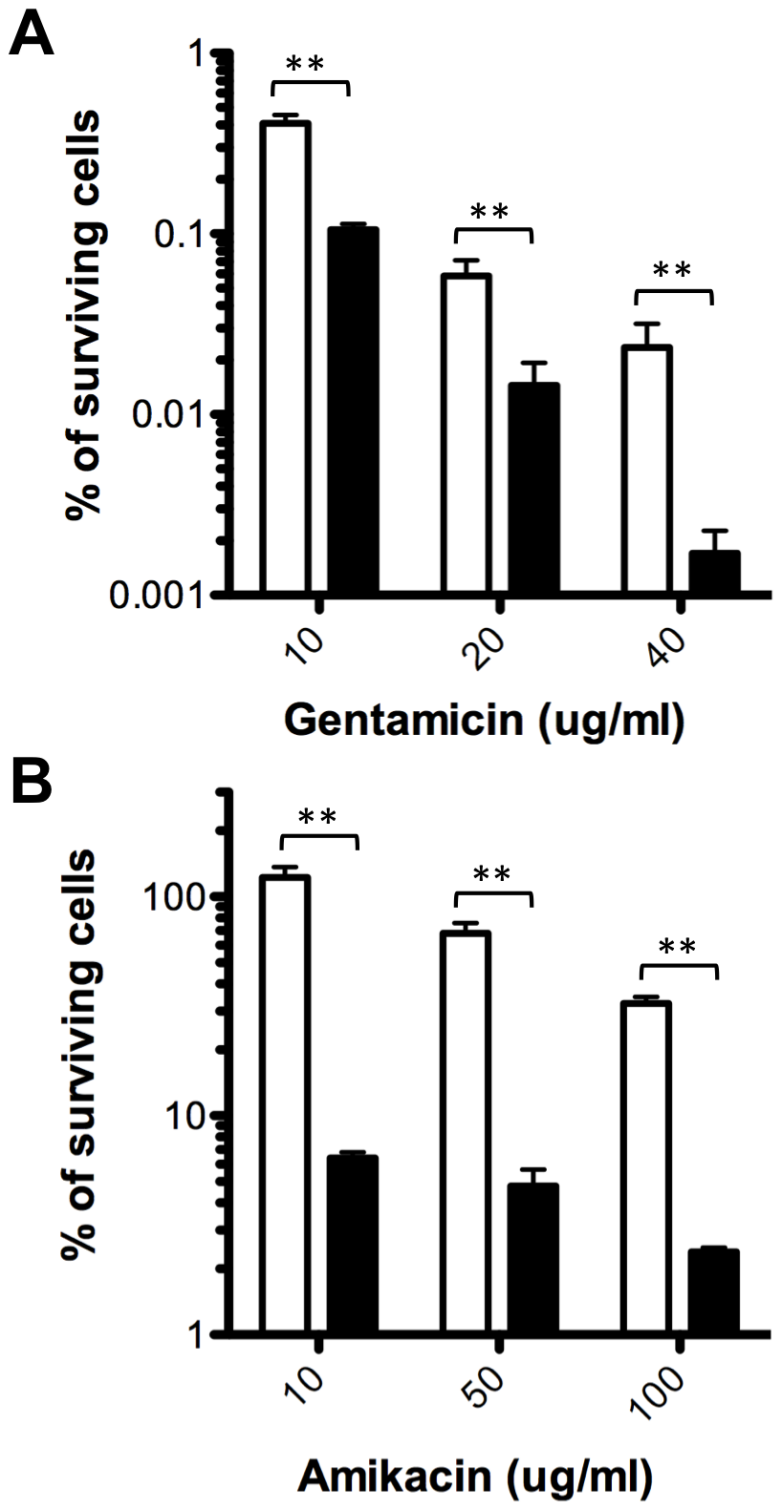
A mutation in *bapR* decreases the number of persister cells. **A**, Percentage of surviving cells after treatment with increasing concentration of gentamicin after 20 h. **B**, Percentage of surviving cells after treatment with increasing concentration of amikacin after 20 h. White bars, WT; black bars, *bapR* mutant. Error bars, SEM. Asterisk denote significant differences in persister cell abundance between WT and *bapR* mutant after treatment with aminoglycoside antibiotics (2-way ANOVA, ** p<0.005, n = 3).

In summary, we present evidence that BapR, a novel IclR-family regulator, controls the expression of *bapA* and as a consequence biofilm formation. By means of RNA-seq analysis we show that, in addition to *bapA*, BapR controls a set of approximately 253 genes, including those necessary for swimming, protease production and *aceA*, which plays a role in the maintenance of a persister-cell subpopulation. At the moment it is not known whether BapR controls the expression of target genes directly or *via* downstream regulators. Some of the BapR-controlled phenotypes could be explained by the down-regulation of the QS systems by BapR, like.g. in the case of the BclACB lectins or BapA. However, based on the RNA-seq data, we did not obtained evidence for such a control. 

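For *rpfR* (CCE48447), which Table S1 lists among the loci needed for full activity of the *bapA* promoter, 465 reads were counted in the WT and 343 in the *bapR* mutant. After normalization these were 403 and 396 reads, a log2 fold change of -0.02 (interval -0.23 to 0.18). The interval includes no change and leaves out a 2-fold change in either direction, with counting error only. The genes *cepI*, *cepR* and *rpfF* were not analysed here, as the tables used here do not pair their names with identifiers of the H111 draft genome.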

We therefore favor the idea that BapR and the QS systems synergistically control biofilm formation and *bapA* expression. 

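The gene *bapA* (CCE53117) spans 8106 nt on contig 63 of the H111 draft genome, from 275120 to 283225, which corresponds to 2701 residues and a stop codon. A stretch of 1213 nt separates it from CCE53116 and 228 nt separate it from CCE53118, whereas CCE53118, CCE53119 and CCE53120 overlap at their ends. It had 7759 unique reads in the WT library and 1185 in the *bapR* mutant library, all of them assigned to 1 place.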

Since BapA is a remarkably large protein (over 2700 amino-acid residues), the regulation of *bapA* expression is probably under tight control in the cell. For example, the *bapA* promoter has a long non-translated region of approximately 600 bp which might contain regulatory elements that contribute to *bapA* expression in addition to BapR (Figure S3). The precise regulatory mechanism of BapR and its synergy with the QS system is the subject of ongoing research.

## Materials and Methods

### Bacterial strains, plasmids and growth conditions

Strains and plasmids used in this study are listed in Table S3. Bacterial strains were grown aerobically at 37°C in LB broth, Lennox (BD, Sparks, MD, USA) or AB minimal medium [13] supplemented with 10 mM sodium citrate. Antibiotics were added as required at final concentrations of 100 μg/ml ampicillin, 50 μg/ml kanamycin, 10 μg/ml gentamicin, 100 μg/ml trimethoprim, 80 μg/ml chloramphenicol. Growth was spectrophotometrically monitored by measurement of optical density (OD) at 600 nm.

### DNA manipulations, conjugative plasmid transfer and nucleotide sequencing

Routine DNA molecular techniques were performed using standard methods [14]. Plasmid DNA was isolated with a miniprep kit (Qiagen, Hilden, Germany), chromosomal DNA of *B. cenocepacia* strains was isolated by the sarkosyl-pronase method [15]. Triparental matings from *E. coli* to *B. cenocepacia* were performed with helper strains *E. coli* (pRK600) or *E.coli* (pRK2013) as previously described [16]. Sequencing reactions were performed with the ABI 3730 DNA analyzer using the ABI BigDye Terminator Cycle Sequencing kit (Applied Biosystems, Foster City, USA).

### Transposon mutagenesis and screening

A transposon mutagenesis was performed as previously described [17], using a *cepI rpfF_Bc_* double mutant of *B. cenocepacia* as genetic background and the transposon delivery vector pUT/mini-Tn*5* Km [18]. Approximately 40000 independent transposon insertion mutants were obtained. Aliquots of the library were saved and stored at -80C. To perform the screening, the vector pP*_bapA_*-*lacZ* [7] was introduced into the transposon library by conjugation using *E.coli* S17-1 (pP*_bapA_-lacZ*) as parent strain, selecting for trimethoprim resistant colonies in plates supplemented with X-gal (100 μg/ml) in the presence of BSDF. We supplemented only with BDSF in order to reduce complexity of the system and also since we have determined that addition of this molecule is sufficient to recover approximately 50% of the expression of the promoter fusion in double *cepI rpfF_Bc_* background [9]. Approximately 86000 clones were screened for diminished expression of the P*_bapA_*-*lacZ* promoter fusion. A total of 19 insertions in 13 different loci were found and selected for further analysis. To identify the loci interrupted by the transposon, arbitrary PCR was performed as previously described [17].

### Construction of an insertional mutant in *bapR*

To generate an insertional mutant in *bapR*, a 288 bp internal fragment of CCE51534 was amplified by PCR using oligonucleotides *bapR_*F and *bapR_*R (Table S4) and cloned in pGEMT-easy (Promega). 

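The gene CCE51534 (*bapR*) spans 825 nt on contig 51 of the H111 draft genome, from 235240 to 236064, and codes for 274 residues. Insertion by a single crossover through the 288 bp fragment would place the plasmid inside the gene and leave 2 copies of the fragment in the genome, so RNA from either side of the insertion can still be counted on CCE51534. The files count reads over the whole gene and do not show where in it they lie. In the *bapR* mutant library 113 unique reads were assigned to it and in the WT library 59. Of its neighbours, CCE51533 had a log2 fold change of 0.81 and CCE51535 one of -0.60.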

The fragment was then sub-cloned into the suicide vector pEX18Gm as *Bam*HI/*Hind*III fragment, generating pNS-bapR. The plasmid was transferred to *B. cenocepacia* by triparental mating as described, selecting for gentamicin-resistant colonies. The integrity of the insertion was verified by PCR using oligonucleotides bapR-check and pEXcheck_F (Table S4).

### β-galactosidase activity determination

β-galactosidase activity obtained by the product of the *lacZ* reporter gene was quantified as described elsewhere [7]. The oligonucleotides used to create the different promoter fusions are listed in Table S4. Miller Units were obtained with the following formula, which includes normalization by cell growth: MU = (1000*OD_420_/OD_540_)/(time[min]*V[ml]*OD_600_).

### Construction of a rhamnose-inducible *bapR* strain

Using the vector pSC200 [19], *bapR* was engineered for induction of expression upon addition of rhamnose to the media. The vector pSC200 was first digested with *Nde*I (New England Biolabs) and then blunt-ended with Klenow enzyme (Promega). The first 507 bp of *bapR* were amplified by PCR using oligonucleotides CA202 and CA203 with Pfu polymerase (Promega) and then cloned into the blunt-ended vector pSC200. The resulting plasmid, in which a rhamnose-inducible promoter controlled the expression of *bapR*, was transferred to the *B. cenocepacia* H111 by triparental mating [17] and the exconjugants were selected on PIA plates supplemented with trimethoprim. To induce the expression of the promoter, the media was supplemented with 0.2% rhamnose.

### Biofilm quantification

Biofilm formation by *B. cenocepacia* H111 was quantified in a microtiter dish assay as described by Huber *et al*. 2001 with some modifications. Briefly, overnight cultures were normalized to an OD_600_ = 0.05 in AB media supplemented with 10 mM citrate and then used to inoculate a 96-well microtiter dish, incubating statically at 30°C for 20 h. Biofilms were stained by adding 100 μl of a 1% crystal violet solution and incubating for 30 min at room temperature. After the incubation period, the microtiter dishes were inverted to remove the contents of the wells and then they were washed gently and thoroughly using distilled water. The plates were allowed to dry at room temperature. The crystal violet adhered to the wells was resuspended in 120 μl of DMSO and the color was quantified at 550 nm in a Synergy HT microplate reader (Biotek, Luzern, Switzerland).

### Extracellular proteolytic activity determination

Proteolytic activity was quantified as described previously [9]. Briefly, bacteria were grown at 37°C with vigorous shaking to late exponential growth phase in NYG medium (0.5% peptone, 0.3% yeast extract, 2% glycerol) and the OD_600_ was recorded. To start the reaction, 100 μl of a solution of azocasein (5 mg/ml, in 50 mM Tris-Cl, pH 8) was incubated with 100 μl of cell-free supernatant for 60 min at 37°C. After this, 400 μl of 10% TCA were added, followed by centrifugation. The supernatant was mixed with 750 μl of 525 mM NaOH and the absorbance at 442 nm was recorded. Protease activity was expressed as the ratio OD_442_/OD_600_.

### Quantification of persister cells

To quantify the persister cell sub-population, overnight cultures were normalized to an OD_600_ of 0.05 and grown in LB broth with constant shaking until late stationary phase. Planktonic cells were harvested, washed twice with saline solution (0.9% NaCl) and normalized to an OD_600_ of 1 in saline solution. Cells were incubated without shaking at 37°C in the presence or in the absence of antibiotics for 20 h. After the antibiotic treatment, cells were washed twice with saline solution, serial diluted and seeded on LB plates fortified with 1.5% agar for quantification.

### Statistical analysis of data

Histograms, curves and statistical analyses were performed with Prism, V.5a (www.graphpad.com). ANOVA analyses were conducted using Bonferroni post-test with 95% confidence intervals.

### RNA-seq analysis

A full description of the RNA-seq, sequencing data analysis and quantitative PCR methodologies used in this study is presented in Supplementary methods. The RNA-Seq raw data files are accessible through the GEO Series accession number GSE52769.

## Supporting Information

Figure S1 Identification of a mini-Tn*5* transposon insertion in the IclR-type regulator *bapR*. **A**, from the genetic screening, three clones showed a diminished expression of the reporter P*_bapA_-lacZ* at exponential, early and late stationary phases of growth. **B**, Using arbitrary PCR, all three mini-Tn*5* transposon insertion were mapped to a genetic locus coding for an IclR-type transcriptional regulator that we re-named *bapR*.
(TIF) Click here for additional data file.

Figure S2 Differential gene expression in the *bapR* mutant compared to WT. 

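In an MA plot the fold change of each gene is set against its mean expression. The spread of the log2 fold changes over the 5494 genes tested had an SD of 0.64 across genes, which are not replicates, and 89.7% of the genes changed less than 2-fold. The spread depended on the number of reads. In the tenth of the genes with the fewest reads, 20 to 29 over both libraries, the SD across genes was 0.80, and in the tenth with the most reads, from 1256 to 70510, it was 0.60. The median counting interval reached 0.53 on the log2 scale to either side. Among the genes marked in the plot, *bapA* had a log2 fold change of -2.30 and *zmpB* one of -1.99.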

MA plot showing the log2 fold change in expression observed in a *bapR* versus *B. cenocepacia* H111. The top regulated genes are shown in color: genes with increased expression in the *bapR* mutant are indicated in red, whereas genes whose expression was down-regulated are shown in green. Highlighted are *bapA,* the type 1 secretion genes necessary for BapA export (BCAM2142-40) and the protease *zmpB*.
(TIF) Click here for additional data file.

Figure S3 Analysis of the *bapA* promoter region. **A**, the region upstream of *bapA* was systematically analyzed for promoter activity using the *lacZ* reporter gene. Black arrows represent the location and names of the primers used to generate the different promoter fusions, drawn to scale. **B**, β-galactosidase activity of each of the promoter fusions generated using the fragments depicted in **A**, named after the pair of oligonucleotides used in each case. White bars show the activity of the fusion in the WT background. Black bars show the activity of the fusion in the *bapR* mutant background. Error bars, SEM, n = 3.
(TIF) Click here for additional data file.

Methods S1 (DOCX) Click here for additional data file.

Table S1 Genes identified by transposon mutagenesis in *B. cenocepacia* H111 displaying a diminished activity of the P*_bapA_-lacZ* reporter.
(DOCX) Click here for additional data file.

Table S2 Classification of 235 *B. cenocepacia* H111 genes that showed differential expression in a *bapR* mutant strain compared to the wild-type.
(DOCX) Click here for additional data file.

Table S3 Bacterial strains and plasmids used in this study.
(DOCX) Click here for additional data file.

Table S4 Oligonucleotides used in this study.
(DOCX) Click here for additional data file.

# Supplementary material for: The IclR-Family Regulator BapR Controls Biofilm Formation in B. cenocepacia H111
**Source:** PLoS One. 2014 Mar 21;9(3):e92920. doi: 10.1371/journal.pone.0092920
**Supplement:** Methods S1

**The IclR-Family Regulator BapR Controls Biofilm Formation in *B. cenocepacia* H111.**

Claudio Aguilar, Nadine Schmid, Martina Lardi, Gabriella Pessi and Leo Eberl

**Supplementary Methods**

**Growth conditions, RNA extraction and DNAse treatment**

Cultures of either *B. cenocepacia* H111 or the *bapR* mutant were grown in LB (Lennox) to an OD600 of approx. 1.5 and then used to inoculate 100 ml of LB Lennox medium at an OD600 0.05. Cultures were incubated until late exponential growth phase (OD600 2.0), then 13.5 ml of the culture were rapidly transferred to cold tubes containing 1.5 ml of “stop solution” (10% phenol buffered with 10 mM Tris-HCl, pH 8, in ethanol), centrifuged 5 min at 5000 rpm at 4°C and the pellet frozen in liquid nitrogen. Total RNA was subsequently extracted using a hot acid phenol protocol. Briefly, the pellet was resuspended in 1.5 ml ice-cold buffer A (20 mM sodium acetate pH 5.5, 1 mM EDTA) and added to a mixture of 160 µl 10% SDS, 2 ml buffer A and 3.5 ml acid phenol. The suspension was vigorously mixed for 30 s and incubated for 7 min at 65°C with an additional vortexing step of 1 min in between. The aqueous phase containing the total RNA was separated and re-extracted twice; first with 3 ml of a solution of phenol/chloroform/isoamylalcohol (25:24:1) and then with 2.5 ml chloroform. The total RNA was precipitated at -80°C overnight with 1/10 volume of 3 M sodium acetate pH 5.5 and 2 volumes of 100% ethanol [1] . Quality control for the RNA was performed with RNA Nano Chips (Agilent 2100 Bioanalyzer; RIN >8). To remove 5S rRNA, 50 µg of total RNA in a volume of 100 µl were cleaned using the RNAeasy MiniKit (Qiagen), according to the manufacturer’s protocol, and eluted two times with 30 µl of elution buffer. To remove contaminant DNA in the samples, 30 µg of the RNA were treated with RQ1 RNAse-Free DNAse I (Promega) and SUPERaseIn RNAse Inhibitor (Ambion) for 30 min at 37°C and purified with the RNAeasy MiniKit (Qiagen). The successful depletion of DNA was confirmed by PCR using primers ns38 and ns39 (target: *rhlA*) with 35 cycles.

**Depletion of mRNA, cDNA synthesis and library generation**

The depletion of mRNA was performed by using the MICROB*Express* Kit (Ambion), using 5 µg of RNA, following the instructions provided by the manufacturer. For the synthesis of cDNA and library generation, the Ovation Prokaryotic RNA-Seq System (Nugen) and the Ovation Ultralow Library Systems (Nugen) were used, carefully following the instructions provided by the manufacturer.

**Sequencing and data analysis**

Single-end 100 nucleotide sequence reads were obtained using the Illumina HiSeq 2000 system at the FGCZ (University of Zurich), processed with CASAVA v 1.8.2. The sequencing reads were mapped to the *B. cenocepacia* H111 genome using CLC Genomics v4.9 (CLC bio). The mapped reads were analyzed using the DESeq software as previously described (p-value cut-off ,0.1) [2]. 

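DESeq models the reads of a gene with a negative binomial distribution, whose dispersion is normally estimated from replicates. With 1 library per strain it can only be estimated by treating both libraries as samples of 1 condition, which counts any difference between the strains as noise. Which dispersion setting was used is not named in the paper's text. When this blind estimate was computed from the unique reads of all genes, the dispersion approached 0.086 at high counts, a coefficient of variation of 0.293. At a p-value under 0.1, 297 genes differed between the 2 libraries without a minimum on the reads, a setting chosen after seeing the data. They included 231 of the 235 genes in Table S2, and the largest p-value among the listed genes was 0.108. Of the 66 genes that were not listed, 48 had fewer than 100 reads over both libraries. After Benjamini-Hochberg adjustment 4 genes had a value under 0.1. The test compares the 2 libraries, not the strains.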

Orthologue mapping and functional classification was performed as described previously [3]. The RNA-Seq raw data files are accessible through the GEO Series accession number GSE52769.

**Quantitative PCR.**

For qPCR analysis, cDNA prepared from biological replicates was used. Each PCR reaction contained 12.5 µl 2x Brilliant III Ultra-Fast SYBR Green QPCR Master Mix, 0.7 µM of individual primers and 3 dilutions of cDNA in a total volume of 25 µl. Relative changes in gene expression were calculated as described elsewhere [4]*.* Expression of the primary sigma factor *rpoD* (BCAM0918) was used as a reference for normalization. Sequences of these primers and of all other oligonucleotides used in this work are available from the authors on request.

**References.**

1. Pessi G, Ahrens CH, Rehrauer H, Lindemann A, Hauser F, et al. (2007) Genome-wide transcript analysis of *Bradyrhizobium japonicum* bacteroids in soybean root nodules. Mol Plant Microbe Interact 20: 1353–1363.

2. Pessi G, Braunwalder R, Grunau A, Omasits U, Ahrens CH, et al. (2013) Response of *Burkholderia cenocepacia* H111 to micro-oxia. PLoS One 8: e72939.

3. Schmid N, Deng Y, Pessi G, Aguilar C, Carlier AL, et al. (2012) The AHL- and BDSF-dependent Quorum Sensing Systems control specific and overlapping sets of genes in *Burkholderia cenocepacia* H111. PLoS One 7: e49966.

4. Pfaffl MW (2001) A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res 29: e45.

# Supplementary material for: The IclR-Family Regulator BapR Controls Biofilm Formation in B. cenocepacia H111
**Source:** PLoS One. 2014 Mar 21;9(3):e92920. doi: 10.1371/journal.pone.0092920
**Supplement:** Table S1 — Genes identified by transposon mutagenesis in B. cenocepacia H111 displaying a diminished activity of the PbapA-lacZ reporter.

**Table S1**. Genes identified by transposon mutagenesis in *B. cenocepacia* H111 displaying a diminished activity of the P*_bapA_-lacZ* reporter.

| Gene  interrupted in *B.cenocepacia* H111 | Putative function | Orthologue in *B.cenocepacia* J2315 | Number of transposon hits |
| --- | --- | --- | --- |
| CCE50978 | Lipid A core - O-antigen ligase | BCAL0960 | 1 |
| CCE52796 | ATP-dependent RNA helicase | BCAL2117 | 1 |
| CCE49537 | Transcription accessory protein | BCAL1870 | 1 |
| **CCE51534** | **Transcriptional regulator, IclR family (BapR)** | n.f. ^a^ | 3 |
| CCE50110 | zinc-binding protein | n.f. ^a^ | 1 |
| CCE50111 | Mutator mutT protein | BCAL3450 | 1 |
| CCE48324 | Methyl-accepting chemotaxis protein | BCAM0689 | 2 |
| CCE48447 | RpfR | BCAM0580 | 4 |
| CCE48448 | Probable 5-oxoprolinase | BCAM0578 | 1 |
| CCE48451 | Transcriptional regulator, LysR family | BCAM0575 | 1 |
| CCE48474 | Transcriptional regulatory protein ZraR | BCAM0552 | 1 |
| CCE48507 | Chaperonin GroEL | BCAM0525A | 1 |
| CCE48590 | Glutathione S-transferase | BCAM0431 | 1 |

^a^ n.f., not found. No homologue was found in the genome of *B. cenocepacia* J2315.

# Supplementary material for: The IclR-Family Regulator BapR Controls Biofilm Formation in B. cenocepacia H111
**Source:** PLoS One. 2014 Mar 21;9(3):e92920. doi: 10.1371/journal.pone.0092920
**Supplement:** Table S2 — Classification of 235 B. cenocepacia H111 genes that showed differential expression in a bapR mutant strain compared to the wild-type.

**Table S2.** Classification of 235 *B. cenocepacia* H111 genes that showed differential expression in a *bapR* mutant strain compared to the wild-type.

^a^ Nomenclature according to GenBank file CAFQ01000001.1

^b^ Description according to the EggNOG classification.

^c^ Fold change (FC) of transcript expression, comparing wild-type strain with *bapR* mutant (DE-Seq analysis, p-value <0.1).

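A positive fold change in Table S2 stands for a gene that was higher in the *bapR* mutant, and a negative one for a gene that was lower, where the number is the ratio of the WT to the *bapR* mutant. Computed from the unique reads with DESeq's size factors and without a pseudocount, the fold changes of all 235 listed genes lay within 0.05 of the paper's values, which is the rounding of the table. Each of these fold changes is computed from 1 count per library. The most negative one, -16.5 for CCE48523, comes from 44 reads in the WT and 2 in the *bapR* mutant, and its log2 fold change of -4.04 has an interval from -7.13 to -2.11. The most positive one, 12 for CCE47661, comes from 2 and 18 reads (log2 fold change 3.58, interval 1.52 to 6.74). The listed genes had a median of 451 reads over both libraries and at least 20, and the smallest fold change listed was 2.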

# Supplementary material for: The IclR-Family Regulator BapR Controls Biofilm Formation in B. cenocepacia H111
**Source:** PLoS One. 2014 Mar 21;9(3):e92920. doi: 10.1371/journal.pone.0092920
**Supplement:** Table S3 — Bacterial strains and plasmids used in this study.

**Table S3.** Bacterial strains and plasmids used in this study.

| **Strain or plasmid** | **Description** | **Reference** |
| --- | --- | --- |
| Strains |  |  |
| *E. coli* |  |  |
| DH5α | F^-^ Φ80*lacZ*∆M15 ∆(*lacZYA-argF*) *recA1 endA gyrA96 thi-1 hsdR17 supE44 relAl deoR(U169)* | [1] |
| MM294 | F^-^ *endA1 hsdR17 supE44*(AS*) rfbD1 spoT1 thi-1* | [2] |
| S17-1 | RP4 Mob+ | [3] |
| DB3.1λpir | λpir lysogen of strain DB3.1 | [4] |
| Top10 | Δ*lacX74 ara*Δ*139*Δ*(ara-leu)* | Invitrogen |
| *B. cenocepacia* |  |  |
| H111 | CF isolate from Germany, genomovar III | [5,6] |
| H111- *bapA* | *bapA*::*km* mutant of H111; Km^r^ | [8] |
| H111 Δ*cepI* | Δ*cepI* mutant of H111, markerless | [7] |
| H111 Δ*cepI rpfF_Bc_* | Δ*cepI* and *rpfF_Bc_*::pSHAFT double mutant, Cm^r^ | [7] |
| H111 P*_rha_*-*bapA* | H111 expressing *bapA* from a rhamnose-inducible promoter | [8] |
| H111 *bapR* | *bapR*::pEX18Gm insertional mutant | This study |
| H111 *bapR* P*_rha_*-*bapA* | *bapR*::pEX18Gm insertional mutant expressing *bapA* from a rhamnose-inducible promoter | This study |
| H111 P*_rha_*-*bapR* | H111 expressing *bapR* from a rhamnose-inducible promoter | This study |
| H111 Δ*cepI* *rpfF_Bc_* P*_rha_*-*bapR* | Δ*cepI* and *rpfF_Bc_*::pSHAFT double mutant, expressing *bapR* from a rhamnose-inducible promoter | This study |
| H111 Δ*cepI* *rpfF_Bc_* P*_rha_*-*bapR* (pP*_bapA_-lacZ)* | Δ*cepI* and *rpfF_Bc_*::pSHAFT double mutant, expressing *bapR* from a rhamnose-inducible and harboring a P*_bapA_-lacZ* promoter fusion | This study |
| Plasmids |  |  |
| pP*_bapA_-lacZ* | pSU11Tp containing a *bapA* promoter region fused to *lacZ* | [8] |
| pRK2013 | RK2 derivative, *mob^+^ tra*^+^ *ori* ColE1; Km^r^ | [9] |
| pSU11 | promoter probe vector; Gm^r^ | [8] |
| pSU11Tp | pSU11 derivative harboring a dhfr cassette from pRN3, Tp^r^ |  |
| pSC200 | for driving the expression of a targeted gene using the rhamnose-inducible *PrhaB* promoter. | [10] |
| pEX18Gm | *oriT^+^ sacB^+^;* pUC18 MCS, gene replacement vector; Gm^r^ | [11] |
| pGEMT-easy | cloning vector for PCR products; Amp^r^ | Promega |
| pNS-bapR | pEX18 containing an internal fragment of *bapR* for insertional mutagenesis | This study |

Antibiotic-resistance of strains or plasmids: ampicillin (Amp^r^), chloramphenicol (Cm^r^), gentamicin (Gm^r^), kanamycin (Km^r^) and trimethoprim (Tp^r^).

**References.**

1. Hanahan D (1983) Studies on transformation of *Escherichia coli* with plasmids. J Mol Biol 166: 557–580.

2. Meselson M, Yuan R (1968) DNA restriction enzyme from *E. coli*. Nature 217: 1110–1114.

3. Simon R, Priefer U, Puhler A (1983) A broad host range mobilization system for in vivo genetic engineering: transposon mutagenesis in gram negative bacteria. Bio/Technology 1: 784–791.

4. BL H, MW M, Kahn M (2004) New recombination methods for *Sinorhizobium meliloti* genetics. Appl Env Microbiol 70: 2806–2815.

5. Romling U, Wingender J, Muller H, Tummler B (1994) A major *Pseudomonas aeruginosa* clone common to patients and aquatic habitats. Appl Env Microbiol 60: 1734–1738.

6. Gotschlich A, Huber B, Geisenberger O, Tögl A, Steidle A, et al. (2001) Synthesis of multiple *N*-acylhomoserine lactones is wide-spread among the members of the *Burkholderia cepacia* complex. Syst Appl Microbiol 24: 1–14.

7. Schmid N, Deng Y, Pessi G, Aguilar C, Carlier AL, et al. (2012) The AHL- and BDSF-dependent Quorum Sensing Systems control specific and overlapping sets of genes in *Burkholderia cenocepacia* H111. PLoS One 7: e49966.

8. Inhülsen S, Aguilar C, Schmid N, Suppiger A, Riedel K, et al. (2012) Identification of functions linking quorum sensing with biofilm formation in *Burkholderia cenocepacia* H111. MicrobiologyOpen 1: 225–242.

9. Figurski DH, Helinski DR (1979) Replication of an origin-containing derivative of plasmid RK2 dependent on a plasmid function provided in trans. Proc Natl Acad Sci. 76: 1648–1652.

10. Ortega XP, Cardona ST, Brown AR, Loutet SA, Flannagan RS, et al. (2007) A putative gene cluster for aminoarabinose biosynthesis is essential for *Burkholderia cenocepacia* viability. J Bacteriol 189: 3639–3644.

11. Hoang TT, Karkhoff-Schweizer RR, Kutchma AJ, Schweizer HP (1998) A broad-host-range Flp-FRT recombination system for site-specific excision of chromosomally-located DNA sequences: application for isolation of unmarked *Pseudomonas aeruginosa* mutants. Gene 212: 77–86.

# Supplementary material for: The IclR-Family Regulator BapR Controls Biofilm Formation in B. cenocepacia H111
**Source:** PLoS One. 2014 Mar 21;9(3):e92920. doi: 10.1371/journal.pone.0092920
**Supplement:** Table S4 — Oligonucleotides used in this study.

**Table S4**. Oligonucleotides used in this study.

| Name of oligo | Sequence |
| --- | --- |
| bapR_F | ggatccAATCGTCACCCGACGAGAT |
| bapR_R | aagcttTTCGGCCAGCTCGATCAT |
| bapR_check | TCGAGTTTCGGAATTAGAGAGA |
| pEXcheck_F | GTGCTGCAAGGCGATTAAGT |
| CA202 | TGTCGACAACTGTAACCCCTC |
| CA203 | ACGCTCGTCGTCCTCCAG |
| CA204 | TTACACGCCGATGCGCCG |
| CA215 | ctcgagCGGGAAATATGCGAAAGAAA |
| CA216 | ctcgagTTTGTAAAAGTGCCAGTG |
| CA18 | GCCTctcgagAATCTAAACGCAGGCACGAG |
| CA39 | aagcttATAGTTGGCCACGTCCTCTTT |
| CA219 | aagcttCAACAATTCGCTTGATCAG |
| CA38 | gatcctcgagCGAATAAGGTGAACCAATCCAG |
| CA228 | aagcttCGCCCTCGCCATATTAGTTA |
| CA229 | aagcttAAAGGAAAAATGGAGCCG |
| CA230 | aagcttCAAACGTTCAACCAAACAG |
| CA231 | aagcttGAAACCATTGCCCGACTC |
| CA232 | aagcttATCGACGTGATTGCTCAA |
| CA233 | gatcaagcttCTCGTGCCTGCGTTTAGATT |
| CA234 | gatcaagcttCGCGGTGCACCATCACTC |

Restriction sites in the oligonucleotides are shown underlined.

How the deposited data were processed for this re-analysis (not part of the article)

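RNA-Seq was performed on planktonic cultures of *B. cenocepacia* H111 and of its *bapR* mutant in LB medium, with 1 library per strain. Library preparation was preceded by steps to remove ribosomal RNA, and how much of it remained was not tested here. The paper states that single-end reads were obtained by Illumina sequencing and that they were mapped to the H111 genome with CLC Genomics. The authors deposited 1 table per library, with 7324 features on 62 contigs of the draft genome. The authors give the counts of reads per gene in each table, without normalization, once for reads that map to 1 place and once for all reads assigned to the gene. The deposited RPKM values were computed by the authors from all assigned reads, the gene length and the library's sum of assigned reads, which was checked on every feature. The RPKM values were not used for the comparisons. How CLC Genomics assigned reads that map to several places, and which mismatches it allowed, is not named in the paper's text.

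The unique reads added up to 1959941 in the WT library and 1556366 in the *bapR* mutant library, with a median of 40 and 30 per feature. No unique read was counted on 223 and 305 features. Reads that map to more than 1 place made up 74.7% of all assigned reads in the WT and 78.3% in the *bapR* mutant, nearly all of them in 6 features. The smallest abundance the depth can show, taken as 3 reads, is 1.53 and 1.93 RPM relative to the unique reads.

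The counts were divided by DESeq's median-of-ratios size factors, recomputed here in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6. The ratio of the size factors of the *bapR* mutant and the WT was 0.75. Genes with at least 1 read in each library and at least 20 over both were tested, 5494 in all. A gene was counted as changed when its fold change was at least 2 and the 95% exact Clopper-Pearson interval of the share of its reads in the *bapR* mutant library left out no change. The intervals cover counting error only. No molecular identifiers are described for the libraries, so reads are not independent molecules and the true error is larger. With 1 library per strain, edgeR's quasi-likelihood test and DESeq2 could not be fitted, since no residual degrees of freedom remain. The p-values given come from the blind test named among the alternatives, which compares the reads of the 2 libraries and not the strains. The median of the cell motility genes was compared with 10000 random gene lists matched on expression in 20 bins, and its counting error was taken from 1000 resamplings of the reads.

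Before the data were examined, the following alternatives were set: edgeR 4.0.16 TMM normalization (R 4.3.3), total unique reads as the library size, a pseudocount of 5 reads, all assigned reads in place of unique reads, no minimum on the reads beyond 1 in each library, a minimum of 100 reads over both libraries, a 3-fold threshold, and a negative binomial test with a dispersion estimated from both libraries together, at a p-value or an adjusted p-value under 0.1. The same test without a minimum on the reads was added after seeing the data. The rule for the genes named was also set before: those the paper names, and the 5 largest decreases and 5 largest increases among genes with at least 100 reads whose interval lies beyond a 2-fold change.

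The calculations were tested on data simulated at the real expression levels, in which 200 genes were changed by a log2 fold change of 2. The 200 genes were drawn only from genes with more reads than the minimum for testing. Their recovery therefore does not cover the tested genes with the fewest reads. With counting noise only, 96.5% of the intervals held the true value, 100% of the changed genes and 48 unchanged genes were counted as changed. When variation between cultures was simulated as well, with an assumed dispersion of 0.05, 62.8% of the intervals held the true value. In that case 333 unchanged genes were counted as changed. The intervals therefore do not cover variation between cultures.

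Gene names were taken from the paper and its Tables S1 and S2, and coordinates from the tables of the authors. The files give no strand. No reference genome or annotation was used, so the genes *cepI*, *cepR*, *rpfF* and *rpoD* were not analysed here. Flagellar genes outside Table S2 could not be identified by name. The 7 unlisted genes between motility genes were analysed by position only, without knowledge of their function. The quantitative PCR, reporter, biofilm, protease, swimming and persister experiments were not analysed here.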

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

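The tests for *bapR* and for the genes between the motility genes were chosen only after the results were seen. The tests for the genes outside Table S2 were set before their results were seen.

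The mutated gene *bapR* had more reads in the *bapR* mutant than in the WT, 113 against 59, with a log2 fold change of 1.35, which the paper does not discuss. The lower bound of its counting interval was 0.89, so counting error alone would not give the increase, but variation between cultures cannot be judged with 1 library per strain. The plasmid insertion leaves 2 copies of the 288 bp internal fragment. With even coverage of the 825 nt gene, this would give a log2 fold change of 0.43, and at most 1 if all reads lay in the fragment. The first value lies below the interval and the second inside it, and the files do not show where the reads lie, so the increase cannot be told apart from this explanation. Reads shared with another gene do not account for it, since total minus unique reads was 0. Normalization to total unique reads left it at 1.27. Swapped labels would turn the log2 fold change of *bapA*, -2.30, into an increase, whereas Fig. 2A shows lower activity of the *bapA* promoter in the mutant. The median of the 10 flanking genes was 0.16, below the interval of *bapR*, but it covers genes that moved in opposite directions. On one side the adjacent CCE51533 had a log2 fold change of 0.81 (interval 0.22 to 1.40), which overlaps the interval of *bapR*. The gene after it, CCE51532, had the most reads of the flanking genes, 6335 and 5540, and a log2 fold change of 0.22 (interval 0.17 to 0.27), below the interval of *bapR*. CCE51531 and CCE51530 had 1.00 and 1.15 from few reads, with intervals that include no change, and CCE51529 had 0.14. On the other side CCE51535, CCE51536 and CCE51537 had -0.60, -1.01 and -0.73. The median thus speaks against an even increase of the region, not against a local one. Transcription that starts in the inserted plasmid and reads into *bapR* or its neighbours was not tested, as the files give neither strand nor the position of reads. The duplicated fragment and a local increase are not excluded by these tests, and variation between cultures was not tested. The paper measured a *bapR* promoter fusion in both strains (Fig. 1B) and found comparable activity, so it gives no sign of self-repression. No biological explanation was tested here.

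A total of 252 genes, 130 lower and 122 higher, changed at least 2-fold with an interval that left out no change, although Table S2 does not list them. They had a median of 56 reads over both libraries, against 451 for the listed genes, and for 0 of them did the whole interval lie beyond a 2-fold change. When the reads of the 5259 unlisted genes were drawn 100 times without any change between the libraries, 30 to 66 genes were counted as changed, so counting error alone gives fewer than observed. With 1 library per strain the excess cannot be told apart from variation between cultures. In the simulation with an assumed dispersion of 0.05 between cultures, 333 unchanged genes were counted as changed. That dispersion was not estimated from these libraries, and it was drawn independently for each gene. The simulation thus shows that such variation can give calls, not how many of the 252 it would give.

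Of the 7 genes with at least 20 reads that lie between listed motility genes but are not in Table S2, 5 were higher in the *bapR* mutant, and their median log2 fold change was 0.32. This median was at percentile 94.8 of random lists matched on expression. The genes were chosen by their absence from a table of changed genes, so the test cannot settle whether the listing by change inflates the increase of the motility genes. No biological explanation was tested.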

How the results depend on the processing

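The log2 fold changes of single genes kept their direction under every alternative that applied to them, which were TMM normalization, total unique reads as the library size, a pseudocount of 5 reads and all assigned reads. That of *bapR* stayed between 1.27 and 1.35, *bapA* between -2.38 and -2.29, *zmpB* between -2.07 and -1.95 and *aceA* between -1.55 and -1.36. For the other named genes, 75 values under these alternatives stayed inside the counting interval and 1 did not, that of CCE52109 (*aidA*) with -1.97 for total unique reads. TMM left the log2 fold changes the same to the decimals given here, and total unique reads moved them by -0.08. All 235 genes of Table S2 kept their direction under these settings and without a minimum on the reads, and 192 of them had at least 100 reads. Each changed at least 2-fold, so a shift of -0.08 could not reverse a direction. Neither could an equal pseudocount or a change of the minimum. Only all assigned reads could have done so.

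The median of the cell motility genes was 1.44 and fell to 1.36 with total unique reads, outside its 95% range for counting error. This is the shift of -0.08 that this library size gives to every gene. The other alternatives left it between 1.42 and 1.44.

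The numbers of genes changed, 246 lower and 241 higher, depended most on the threshold and the reads. A minimum of 100 reads gave 126 lower and 136 higher genes, and a 3-fold threshold gave 108 and 69. The blind negative binomial test gave 121 and 159 genes at a p-value under 0.1, and 2 and 2 at an adjusted p-value under 0.1. Without a minimum on the reads, a setting chosen after seeing the data, the p-value gave 124 and 173. Of the genes lost with the minimum of 100 reads, 182 are outside Table S2 and 43 are in it. For the other settings that changed these numbers the cause was not tested. TMM, total unique reads, the pseudocount, all assigned reads and no minimum on the reads gave 199 to 296 lower and 195 to 272 higher genes. With total unique reads the numbers were 296 lower and 204 higher, so the near-even split depended on the library size used.

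Alternatives not run were normalization of *aceA* to *rpoD* and the median over all annotated flagellar and chemotaxis genes, since no table used here pairs these names with identifiers. No paired analysis was possible because each strain has 1 library. The spread was larger at low depth: in the tenth of the genes with 20 to 29 reads the SD across genes was 0.80. It was still 0.60 in the tenth with 1256 to 70510 reads, so depth accounts for only part of the spread.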

Differences from the paper's values

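The criteria differ, as the paper counted genes at a DESeq p-value under 0.1. The number of genes changed at least 2-fold was 487, against the paper's 253. It was 246 lower and 241 higher, against the paper's 116 and 119. Of the alternatives set before the data were examined, a minimum of 100 reads (126 lower and 136 higher, 262 in all) and the blind negative binomial test at a p-value under 0.1 (121, 159 and 280) came within 1.5 times of the paper's 3 numbers. A 3-fold threshold did so for the total (177) and for the lower genes (108), but not for the higher genes (69). TMM normalization, total unique reads, a pseudocount of 5 reads, all assigned reads, no minimum on the reads and the adjusted p-value did not. The blind test without a minimum on the reads, which gave 124 lower and 173 higher genes (297 in all), also came within 1.5 times of the paper's numbers, but was chosen after seeing the values.

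The paper's total of 253 differs from the number of genes in its Table S2, which lists 235, the sum of its 116 lower and 119 higher genes. The paper states from a promoter fusion that the expression of *bapR* does not depend on BapR (Fig. 1B). The reads counted on the interrupted *bapR* gene were higher in the *bapR* mutant, with a log2 fold change of 1.35. The measures are unlike, since reads on the interrupted gene, with its duplicated fragment, do not measure promoter activity. With 1 library per strain these reads do not test the paper's statement.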

Other observations

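The tests for neighbouring genes were set before their results were seen.

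Genes changed at least 2-fold lay next to one another more often than the calls distributed at random. Of the 487 genes, 54.8% had an adjacent gene changed in the same direction, against a median of 6.98% and at most 13.6% in 10000 random reassignments of the calls to the tested genes. Scatter that is independent between genes would give the random level. Reads that cross the boundary of adjacent genes could also give such a pattern. With adjacent genes counted only when more than 100 nt apart, the length of a read, 14.8% had such a neighbour, against at most 8.21% in the random reassignments. A hypothesis for this pattern is that genes of an operon changed together. It would hold for a change between cultures as much as for an effect of the *bapR* mutation, which 1 library per strain cannot separate. Of 90 runs of adjacent changed genes, 14 had at least 5 genes. The longest was that of 9 higher genes on contig 19 from 124348 to 131850, of which Table S2 lists 8. Of the 4 adjacent genes CCE52306 to CCE52309 on contig 58, from 617373 to 620724, which rose by 1.03 to 1.42 on the log2 scale, Table S2 lists 0.

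The run of lower genes that begins with *bapA* has 5 members, since CCE53121, which starts 18 nt after CCE53120, had 84 reads in the WT and 18 in the *bapR* mutant (log2 fold change -1.81, interval -2.63 to -1.06). The paper names the operon as CCE53117 to CCE53120.

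Table S1 lists 13 loci whose interruption lowered the activity of the *bapA* promoter. Of the 12 other than *bapR*, 10 had at least 20 reads, and 9 of these changed less than 2-fold, between -0.23 and 0.51 on the log2 scale. Among the 9, the intervals of CCE50978 (0.33 to 0.69), CCE52796 (0.17 to 0.81) and CCE49537 (-0.44 to -0.02) left out no change. The intervals of the rest of the 9 included it. The LysR family regulator CCE48451 had 29 reads in the WT and 6 in the *bapR* mutant, a log2 fold change of -1.86 (interval -3.42 to -0.56).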
